A study of Mus musculus with 3 samples. Its data were reported in "YAP determines the cell fate of injured mouse hepatocytes in vivo" (2017).

How the data were processed

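Gene expression was measured on 3 one-colour Agilent arrays, each hybridised with Cy3-labelled RNA from mouse liver. Per the labels, the livers expressed human YAP as wild type (WT) or as the mutants 1SA or 2SA, and each had the time label 2 days. YAP is a transcriptional coactivator held back by the Hippo pathway. Each group held 1 array, so no spread between animals could be estimated. Whether an array held RNA of 1 animal or of a pool was not given by the labels. No test between groups was run and no p-value was computed across probes, because probes are not replicates.

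The authors scanned the arrays and processed the images with Agilent Feature Extraction, version 10.10.1.1 per the file headers. The deposited intensity of a spot is its brightness on a linear scale after background subtraction and correction of trends within the array, and it was not scaled between arrays. The authors' series matrix held the same intensity multiplied by 1 constant per array, which was 3.02 for WT, 3.08 for 1SA and 2.81 for 2SA. The source of these constants was not stated, and the matrix was used only as an alternative. The probes of the design were placed on mouse build mm9 per the file headers.

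Each array held 59305 spots that were not controls, for 55681 probes. Spots marked as non-uniform or as population outliers were left out, which removed 181 spots on WT, 148 on 1SA and 182 on 2SA. No spot was saturated. The log2 intensities of the remaining spots of a probe were averaged, and the log2 of the array's 75th percentile over non-control spots was subtracted. A probe was taken as measured on an array when at least 50% of its remaining spots were marked well above background. Differences are differences of these normalised log2 values. A probe measured on 1 side only gave a bound, computed from the bright value against the higher of the lowest measured signal on the dim array and the dim value itself. Such probes were counted apart.

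Probes were named by matching their RefSeq accession, without version, to a gene table of assembly GRCm38.p6. This matched 26762 of the 55681 probes to 20284 symbols. The table was used for names only, since its build differs from that of the arrays. A gene was represented by its brightest probe measured on all 3 arrays, which gave 13626 genes. The genes named in the text were the study genes, the members of gene lists, the 5 largest rises and 5 largest falls by the smaller of both differences from WT, and the 3 highest and 3 lowest genes in 2SA against 1SA. Clone, predicted and accession-like names were left out.

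Repeated spots gave the only repeat measurement. On each array 399 probes had 10 spots. The median SD of log2 intensity over the repeated spots of a measured probe was 0.07 on each array. The SD of a difference from this source was 0.10. It covers error between spots and not the spread between animals, so the number of arrays limits the precision.

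Counts of probes used a 2-fold threshold. For probes changed in both mutants, 3 unchanged arrays were simulated 100 times with the spread of the 2SA minus 1SA differences at like signal divided by the square root of 2, because both differences share the WT array. Gene lists were described by the median difference and its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins. Genes of 1 pathway move together, so these percentiles describe the 3 arrays and are not tests. The 17 lists, the 2-fold and 3-fold thresholds and the alternatives below were chosen before the data were examined. The central 95% of random lists as the range for a list, and the limit of 1.5 times for a count under an alternative, were set after that. The 17 lists covered YAP targets, markers of epithelial-mesenchymal transition (EMT), cell cycle, exchange factors for CDC42 and Rac, hepatocytes, Kupffer cells, liver sinusoidal endothelial cells (LSEC), granulocytes and monocytes, acute phase, bile duct, clock, feeding, interferon response, apoptosis, sex chromosomes, blood and reference genes. Another 4 lists were added after values had been seen, for sterol synthesis, immediate early genes, further Kupffer cell genes and further macrophage genes.

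The alternatives were quantile normalisation, the array median in place of the 75th percentile, normexp background correction with an offset of 50, the series matrix values, no filter on dim probes, a stricter filter that kept probes above the median signal of measured probes, saturated probes kept, a 3-fold threshold, and the mean of all measured probes of a gene. Normexp had been planned on mean spot brightness and was run on median spot brightness and median local background, the raw columns the files held. All 3 arrays lay on 1 slide. With 1 array per group the slide could not be fitted as a block.

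Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for normexp. Figures were drawn with matplotlib 3.10.9. The count of probes changed in both mutants was tested on simulated data of 27858 probes with 200 probes changed 4-fold, of which 200 were recovered. The simulated noise was smaller than the spread of the differences between these arrays, and the change lay far above the 2-fold threshold. The test therefore checks the code and not the sensitivity of these arrays.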

Results

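The data came from 3 arrays of mouse liver expressing human YAP, 1 each for wild-type YAP (WT) and the mutants 1SA and 2SA, at 2 days. The labels do not state whether the RNA on an array came from 1 animal or a pool, and the title of the WT array carries the number 2. The mutants are forms of YAP that escape inhibition by the Hippo pathway. Intensities were compared on a log2 scale after each array was scaled to its own 75th percentile. There was 1 array per group, so no difference below has a replicate check, and a difference between groups cannot be separated from a difference between the liver samples. The 75th percentile of intensity was 290.8 on the WT array, 275.7 on the 1SA array and 319.5 on the 2SA array. The number of probes well above background was 28972 on WT, 29705 on 1SA and 30784 on 2SA.

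The first comparison asked how far each mutant differed from WT. Among 28032 probes measured on both arrays, 209 were at least 2-fold higher and 273 at least 2-fold lower in 1SA than in WT. Among 28290 probes, 261 were higher and 207 lower in 2SA than in WT. The mutants differed more from each other. Among 28851 probes, 544 were higher and 367 lower in 2SA than in 1SA. The SD of the differences was 0.34 for 1SA against WT, 0.34 for 2SA against WT and 0.42 for 2SA against 1SA. The SD of a difference from repeated spots was 0.10. The filter on dim probes moved these counts most. Without it, 2034 probes were higher and 2546 lower in 1SA than in WT. Probes measured on 1 array only were counted apart. Of these, 181 were at least 2-fold higher and 348 at least 2-fold lower in 1SA than in WT. The corresponding bounds were 269 higher and 535 lower for 2SA against WT, and 349 higher and 507 lower for 2SA against 1SA.

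The next comparison asked which probes changed the same way in both mutants. Of 27858 probes measured on all 3 arrays, 38 were at least 2-fold higher and 66 at least 2-fold lower in both mutants than in WT. Both differences share the WT array. Simulated unchanged arrays took their spread from 2SA and 1SA, the pair that differed most, and gave a mean of 138.3 higher probes and 137.2 lower probes. Any real difference between the mutants raises these simulated counts, so they cannot show that the shared counts lay below chance. The correlation of both differences across probes was 0.26, against 0.50 in the simulation. Independent arrays of equal spread give 0.50 by construction. Probes are not independent replicates. The same question was asked of each array in turn. The WT array lay at least 2-fold from both others, in the same direction, on 104 probes. The 1SA array did so on 236 probes and the 2SA array on 209. Without the filter on dim probes this order did not hold, and the WT count was highest at 1982, against 1708 for 1SA and 1648 for 2SA.

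**Figure D1:**
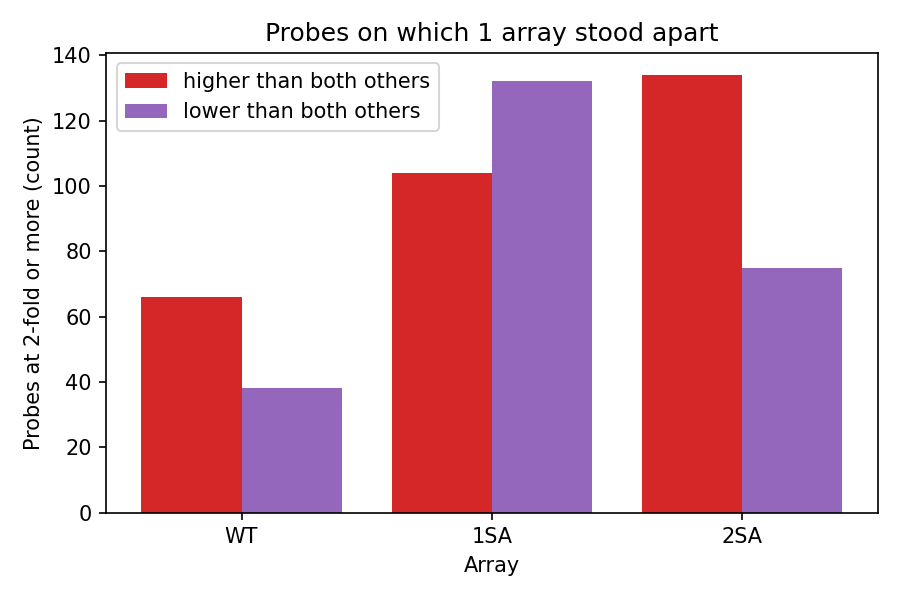
Number of probes (y axis) on which each array (x axis) lay at least 2-fold above or below both other arrays, among 27858 probes measured on all 3. The WT array had 66 higher and 38 lower probes, fewer in all than 1SA (104 and 132) and 2SA (134 and 75).

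The study genes were compared next. Ctgf is a target gene that the study used as a readout of YAP activity, and it is listed as Ccn2 (NM_010217) in the gene table. Its intensity was 632.5 on the WT array, 441.4 on 1SA and 3092 on 2SA. Its normalised log2 value was lower in 1SA than in WT (-0.44) and higher in 2SA than in WT (2.15). The 2SA difference was larger in size than that of 99.8% of probes of like signal, and the 1SA difference than that of 92.6%. Ect2 (NM_007900), an exchange factor that the study named, had an intensity of 189.8 on WT, 355.8 on 1SA and 670.5 on 2SA. Its difference from WT was 0.98 in 1SA and 1.69 in 2SA. Normexp background correction moved these values most, to 0.78 and 1.41.

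Fgd3 (NM_015759), another exchange factor, had a pair of probes that disagreed in 1SA. The brighter probe was lower in 1SA than in WT (-1.05) and higher in 2SA (0.97). The dimmer probe differed by 0.08 in 1SA and by 2.35 in 2SA. The dimmer probe had an intensity of 28.2 on both the WT and the 1SA array. The brighter probes of Cdc42 (NM_009861) and Rac1 (NM_009007) differed little. The brighter Cdc42 probe differed from WT by -0.08 in 1SA and 0.14 in 2SA, and the brighter Rac1 probe by -0.07 and 0.12. The dimmer Cdc42 probe differed by -0.23 in 1SA, beyond the limit of 0.20 set by repeated spots. In 2SA it differed by -0.08, opposite in sign to the brighter probe. The dimmer Rac1 probe differed by 0.01 in 1SA and 0.004 in 2SA. The mouse Yap1 probe (NM_001171147) differed by -0.13 and -0.21. The transgene was human, so this probe gives no check of the labels.

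**Figure D2:**
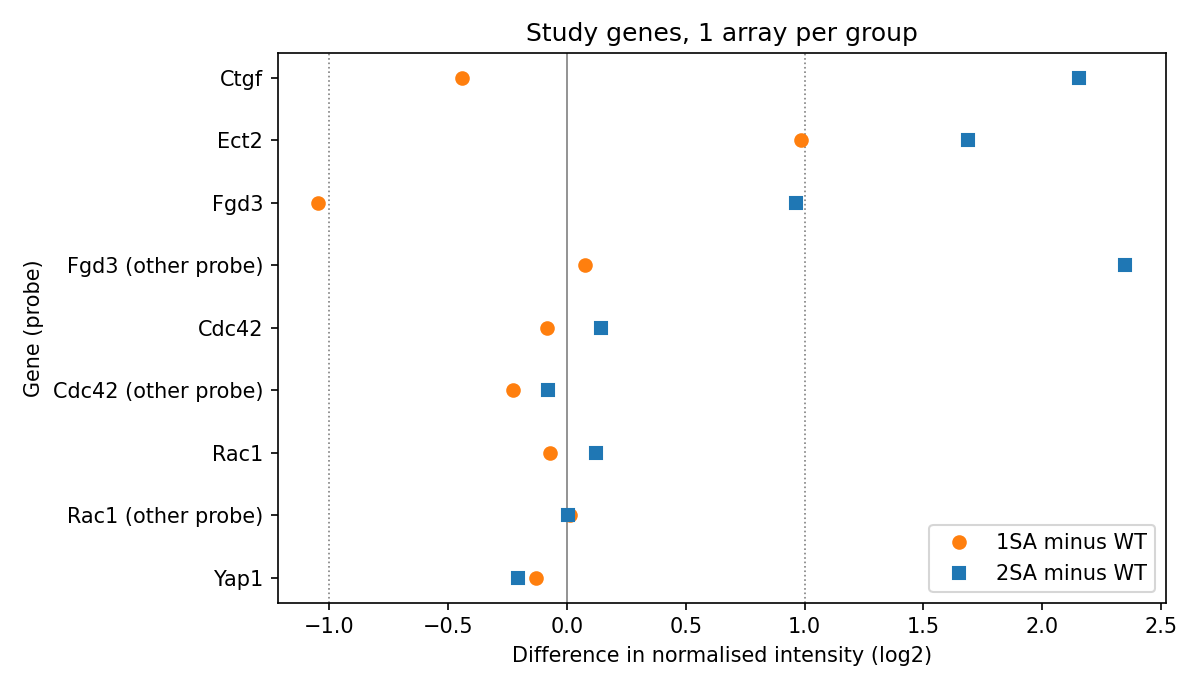
Difference from the WT array in normalised intensity (x axis, log2) for each probe of the study genes (y axis), with circles for 1SA and squares for 2SA and dotted lines at 2-fold. Ctgf lay at -0.44 in 1SA and 2.15 in 2SA, while Ect2 lay at 0.98 and 1.69.

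The study chose Ect2 and Fgd3 among upregulated genes from gene ontology annotations that also covered another active YAP mutant. By RT-PCR it found both genes raised in livers of that other mutant, which is not on these arrays. The ranks computed here use all probes and only the mutants available, so they do not check that choice. By the smaller of both differences from WT, Ect2 ranked 42 of 27858 probes. The brighter Fgd3 probe ranked 27520 and the dimmer one 3927. By the 2SA difference alone, Ect2 ranked 47, the brighter Fgd3 probe 286 and the dimmer one 16. The rank of Ect2 moved most without the filter on dim probes, to 519.

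Gene lists were set against matched random lists. For 1SA against WT, 4 of the 17 lists lay above and 4 below the central 95% of random lists. For 2SA against WT, 5 lay above and 3 below. For 2SA against 1SA, 8 lay above and 4 below. The 34 measured cell cycle genes had a median difference of 0.68 in 1SA and 0.84 in 2SA, each at percentile 100. All 34 were higher in 1SA than in WT and 33 were higher in 2SA. Normexp moved these medians most, to 0.52 and 0.63. The 19 measured YAP targets had a median of 0.04 in 1SA (percentile 83.0) and 0.02 in 2SA (percentile 74.4), and their mean was -0.08 in 1SA and 0.35 in 2SA. Between the mutants their median was 0.32 higher in 2SA (percentile 99.98). This list depended on the filter. The 12 YAP targets above the median signal had a median of 0.18 in 1SA (percentile 99.8) and 0.59 in 2SA (percentile 100). Both lay above the range of random lists. The 17 measured EMT markers had a median of -0.31 in 1SA (percentile 0) and 0.02 in 2SA (percentile 84.7). This list mixes epithelial and mesenchymal markers, which move oppositely in a transition, so its median shows neither presence nor absence of one. The 41 measured exchange factors for CDC42 and Rac, which include Ect2 and Fgd3, had a median of -0.02 in 1SA and 0.04 in 2SA, at percentiles 47.5 and 93.4. With normexp the 2SA value lay at percentile 99.1, above the range of random lists, and with the stricter filter at percentile 72.5.

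Among the other lists, blood genes were higher in both mutants, with a median of 0.81 in 1SA and 0.44 in 2SA. Kupffer cell genes were lower in both, with a median of -0.44 in 1SA and -0.25 in 2SA. Biliary genes had a median of -0.73 in 1SA and 0.08 in 2SA, and the 1SA value moved more than any other list median against WT, to -0.17 with normexp and to -1.43 with the stricter filter, where 3 genes remained. Interferon genes had a median of -0.31 in 1SA and 0.22 in 2SA. Apoptosis genes had a median of -0.04 in 1SA and 0.21 in 2SA. Acute phase genes had a median of 0.20 in 1SA and -0.09 in 2SA. Hepatocyte genes had a median of 0.11 in 1SA (percentile 87.5) and -0.13 in 2SA (percentile 0.27), and under quantile normalisation the 2SA value lay within the range of random lists. Clock genes had a median of -0.05 in 1SA and -0.30 in 2SA. Feeding genes had a median of 0.12 and 0.24, over members that go both ways. LSEC genes had a median of -0.07 and -0.09, granulocyte and monocyte genes of -0.08 and 0.09, and reference genes of 0.04 and -0.01. These 3 lists lay within the central 95% of random lists in both mutants. With no filter on dim probes, granulocyte and monocyte genes in 2SA lay at percentile 98.0, above that range. With the mean of all measured probes, LSEC genes in 1SA lay at percentile 2.37, below it. The 3 measured Y-linked genes Ddx3y, Eif2s3y and Uty were well above background on all 3 arrays, and the sex chromosome list had a median of 0.09 and -0.07. Of 63 list medians computed, the 4 added lists included, 8 differed in sign from the mean of the same list.

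**Figure D3:**
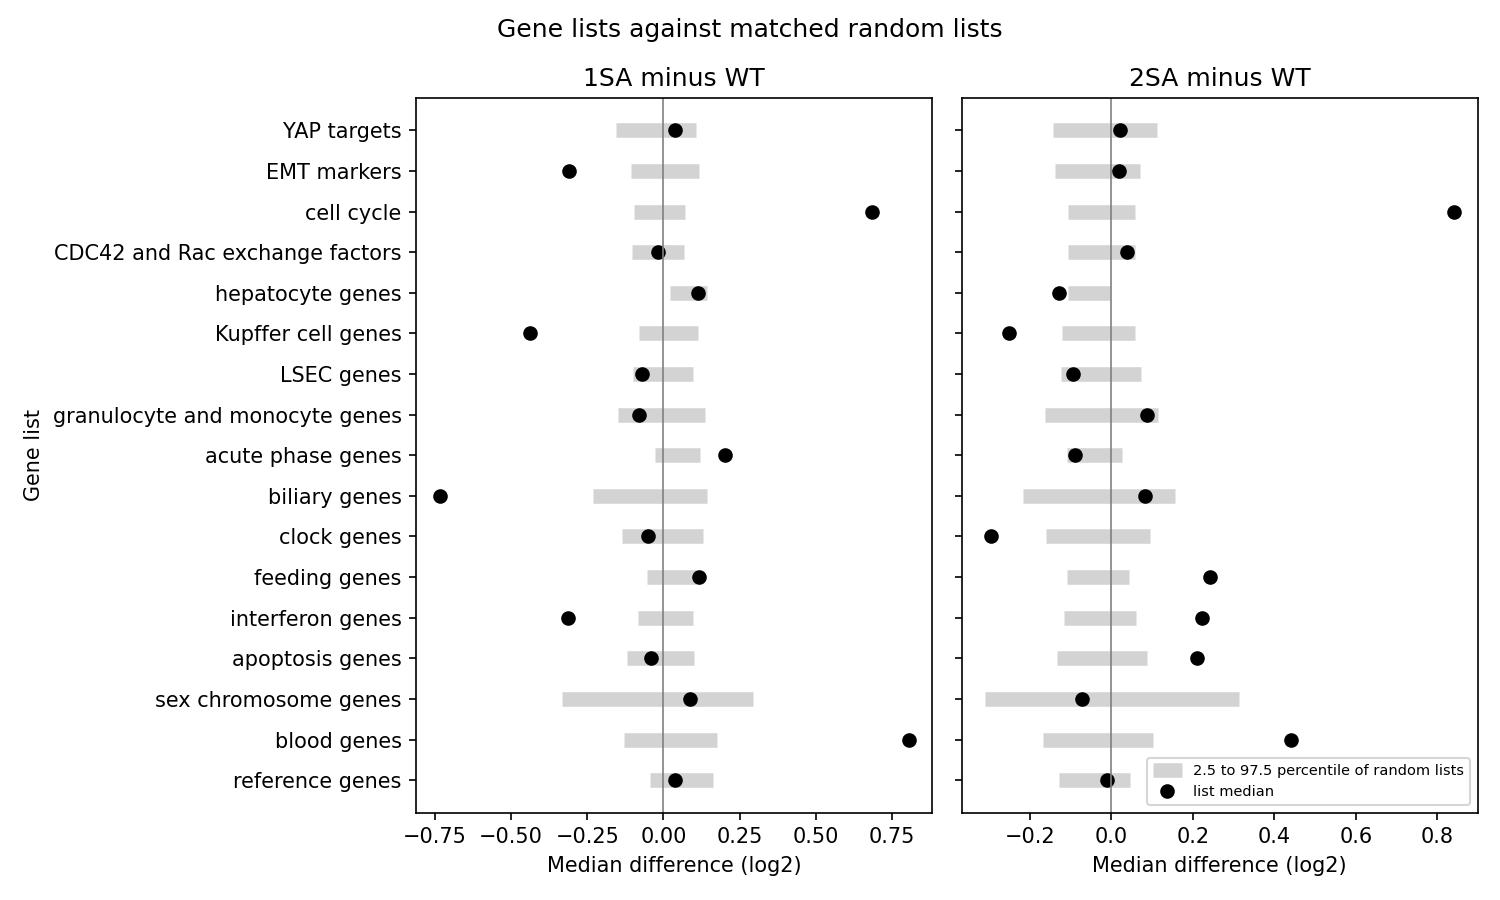
Median difference from WT (x axis, log2) of each of the 17 gene lists (y axis) in 1SA (left) and 2SA (right), as black points, with grey bars for the central 95% of 10000 matched random lists. Cell cycle genes lay above the bar in both panels, at 0.68 and 0.84.

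Of 13123 named genes measured on all 3 arrays, 23 were at least 2-fold higher and 23 at least 2-fold lower in both mutants. The 5 largest rises were in Sqle (2.15 in 1SA and 1.79 in 2SA), Crygs (1.68 and 4.42), Fdps (2.40 and 1.62), Mvd (1.95 and 1.51) and Pbk (1.45 and 1.62). The 5 largest falls were in Ly6h (-4.52 and -4.63), Eid2 (-4.53 and -4.04), Asrgl1 (-3.31 and -3.61), Grhl1 (-3.32 and -3.23) and Nup188 (-2.76 and -2.51). Each of these 10 probes was read from 1 spot per array. Between the mutants, Sftpd was 3.49 higher in 2SA than in 1SA, Rgs16 3.33 higher and Tinag 3.13 higher. The lowest differences, 2SA minus 1SA, were those of Fbxw13 (-4.19), Nkx3-2 (-4.02) and Tas2r131 (-3.43). These came from high values on the 1SA array. The intensities on WT, 1SA and 2SA were 12.0, 207.1 and 13.2 for Fbxw13, 10.06, 166.5 and 11.9 for Nkx3-2, and 19.1, 246.5 and 26.5 for Tas2r131. Fbxw13 and Nkx3-2 were not well above background on the WT array.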

Values the study reported

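The study stated that its injection method gave expression of the introduced gene in about 30% of hepatocytes. The exchange factors Ect2 and Fgd3 were found by the study among its top 60 upregulated genes.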

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

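In this part the following tests were chosen only after the result was seen: the immediate early genes, the comparison of Ctgf with probes of like signal, the other Fgd3 probe, and the comparisons of the interferon and further macrophage genes between the mutants. For the immediate early genes in 2SA against 1SA, the members and the criterion were written before their own values were seen. Each pattern here is a difference between the mutants that goes in opposite directions against WT. With 1 array per group the difference between the groups was not tested.

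Ctgf was 2.60 higher in 2SA than in 1SA on the log2 scale. It lay below WT in 1SA (-0.44) and above WT in 2SA (2.15), and both directions held under quantile normalisation, the array median, normexp and the series matrix, the 4 alternatives that could change a gene with 1 probe. Cyr61, listed as Ccn1, lay above WT in both, at 0.59 and 1.89. Stress or handling at collection was weighed first. Immediate early genes had a median 0.11 higher in 2SA than in 1SA, at percentile 88.6 of matched random lists, with 10 genes higher and 7 lower. By the criterion written before, which asked for a rise beyond the central 95% of random lists, stress was not met. Because members went both ways, the outcome was changed to undecided after the values were seen. Under the stricter filter on dim probes the 7 remaining genes lay at percentile 0.18, the opposite direction. Against WT, immediate early genes were higher in both mutants, with a median of 0.23 in 1SA (percentile 100) and 0.35 in 2SA (percentile 99.99). In 1SA, where Ctgf fell, 11 of these genes were higher and 6 lower than in WT, so less stress at collection of 1SA as the cause of that fall was not decided either. A difference between liver samples stays open. The Ctgf difference between the mutants was larger in size than that of 99.8% of probes of like signal, but these data hold no second array of either mutant, so liver sample and construct cannot be told apart. By real-time PCR, the study found Ctgf raised in livers of both mutants but not with WT. The fall of Ctgf below WT on the array runs opposite to that PCR result, and the arrays cannot decide why. Different activity of the mutants is a biological explanation that these arrays do not test. A mislabelled array was not excluded.

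Fgd3 was 2.01 higher in 2SA than in 1SA by its brighter probe, which lay below WT in 1SA and above it in 2SA. The fall in 1SA may belong to that probe alone. The dimmer Fgd3 probe differed from WT by 0.0777 in 1SA, within the limit of 0.20 set by repeated spots. The rise in 2SA was seen on both probes.

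Interferon genes had a median 0.84 higher in 2SA than in 1SA, at percentile 100 of matched random lists. Of 18 genes, 14 lay below WT in 1SA and 13 lay above WT in 2SA. Both directions held under the 6 alternatives that changed its values. The further macrophage genes, a list added later, had a median 0.92 higher in 2SA than in 1SA, also at percentile 100, with all 11 measured genes higher. Their median against WT was -0.74 in 1SA and 0.21 in 2SA. For both lists, the difference between liver samples and the difference between constructs cannot be told apart, because each group is 1 array.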

How the results depend on the processing

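No paired analysis was possible because each group held 1 array and no result comes from a test. The slide was not run as a block for the same reason. Keeping saturated probes moved nothing, since no spot was saturated. Under quantile normalisation, the array median and the series matrix, every count of changed probes stayed within 1.5 times its value in the report. These scalings moved the median of measured probes by at most 0.08. Counts depended on the treatment of dim probes and on the fold threshold, as below. No value reversed its sign after passing its threshold.

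Counts are given in the order 1SA against WT higher and lower, 2SA against WT higher and lower, 2SA against 1SA higher and lower, both mutants against WT higher and lower, and the arrays WT, 1SA and 2SA standing apart. With normexp they were 83, 66, 94, 48, 216, 111, 15, 16, 31, 74 and 74. With no filter on dim probes they were 2034, 2546, 1832, 2779, 2255, 2649, 495, 1487, 1982, 1708 and 1648. With the stricter filter they were 66, 68, 80, 36, 193, 100, 18, 2, 20, 83 and 68. With the 3-fold threshold they were 54, 60, 68, 64, 144, 91, 5, 29, 34, 36 and 57. Fewer probes enter with the stricter filter and fewer can pass the 3-fold threshold. The cause under normexp, whose offset shrinks differences of dim probes by construction, was not tested further.

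The share of higher probes among those changed also moved. For 1SA against WT it was 43.4% in the report, 55.7% with normexp and 36.7% with the series matrix. For 2SA against WT it was 55.8%, and 66.2% with normexp, 39.7% with no filter and 69.0% with the stricter filter. For 2SA against 1SA it was 59.7%, and 46.0% with no filter and 69.5% with the series matrix. With no filter the median of all probes shifted by -0.13 for 1SA against WT, -0.12 for 2SA against WT and -0.14 for 2SA against 1SA.

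For study genes, normexp gave Ect2 0.78 in 1SA and 1.41 in 2SA, and Fgd3 -0.40 in 1SA, 0.78 in 2SA and 1.19 between the mutants. The mean of all measured probes gave Fgd3 -0.48, 1.66 and 2.14, and Cdc42 0.0309 in 2SA against WT. Quantile normalisation gave Cdc42 0.33 between the mutants. The rank of Ect2 was 26 with normexp, 519 with no filter and 19 with the stricter filter. The rank of Fgd3 was 52017 with no filter, and with the stricter filter its probe was left out. For lists, the stricter filter gave YAP targets 0.18 in 1SA and 0.59 in 2SA and cell cycle 0.73 in 2SA. These YAP target values lay at percentiles 99.8 and 100, above the range of random lists. Normexp gave EMT markers -0.19 in 1SA and 0.22 between the mutants, and cell cycle 0.52 in 1SA and 0.63 in 2SA. The cause was not tested.

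The exchange factors in 2SA lay at percentile 93.4 in the report, 99.1 with normexp and 97.4 with the mean of all measured probes. With the stricter filter, where 23 genes remained, they lay at percentile 72.5, with a median of 0.006. Among the other lists biliary genes moved most. Their median in 1SA was -0.73 in the report, -0.17 with normexp and -1.43 with the stricter filter, where 3 genes remained. Their median in 2SA went from 0.08 to -0.31 with the stricter filter, at percentile 1.43. LSEC genes in 1SA lay at percentile 8.45 in the report and at 2.37 with the mean of all measured probes, where their median was -0.10.

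Of 441 list medians under alternatives, 412 stayed within the SD of a difference from repeated spots and 29 moved by more. Of those that stayed, 72 repeated the value exactly because the alternative left the median untouched, and so tested nothing. The SD is that of 1 probe, which is wide for a median over a list, so a list that stayed could still cross the range of random lists. Hepatocyte genes in 2SA did so under quantile normalisation (percentile 0.27 to 4.15), and exchange factors in 2SA with normexp (93.4 to 99.1). Signal over background limits the dim probes, and 52.1% to 55.3% of probes were well above background.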

Other observations

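In this part the following tests were chosen only after the result was seen: the other probes of genes that fell in both mutants, the counts of near neighbours, the position of probes higher in 1SA, the feeding genes, the position of Ect2 among cell cycle genes, the clock genes in 2SA alone, and the share of hepatocytes. The sterol, immediate early, Kupffer cell and macrophage lists were also added after the first values were seen, with their members written before their own values were seen. In 3 cases, which were the position of probes lower in both mutants, the feeding genes and Ect2, the written criterion counted against the explanation. These 3 were changed to undecided after the values were seen, for the reasons given with each.

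The 66 probes lower in both mutants than in WT were mostly dim by mean signal, and 2 of them remained in the count under the stricter filter. Low values on both mutant arrays lower that mean by themselves, so it does not show dim probes on WT. Of the 5 largest falls, Ly6h (396.3), Eid2 (364.3) and Grhl1 (347.4) lay above the 75th percentile of 290.8 on the WT array. Nup188 (271.3) and Asrgl1 (163.6) lay below it. For 11 genes of the 66 probes, 12 other probes were measured, and 8.33% of these (1 of 12) were also 2-fold lower in both mutants. For the 38 probes higher in both mutants, 3 of 3 such other probes were also 2-fold higher. For probes on which a mutant array stood apart, this share ran from 16.7% (1 of 6, lower in 2SA) to 48.1% (13 of 27, lower in 1SA). Some of the 66 probes may read something other than their gene. Their share is near that of the probes lower in 2SA, and few other probes were measured, so this stays open. A local artefact on the WT array was tested by position. The median distance to the nearest of the other spots was 423.0 µm, against 512.0 µm in random draws, and 5.20% of 10000 draws were as close, which just missed the limit of 5% set beforehand. In a count whose distance was chosen after the positions were seen, 12 of the 66 spots had another within 100 µm, against 1.99 in random draws. The tests leave a local artefact undecided. The falls of Ly6h, Eid2, Asrgl1, Grhl1 and Nup188 belong to these probes.

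The 104 probes higher in 1SA than on both other arrays showed closeness of the same kind. Their median distance was 349.1 µm, and 4.28% of draws were as close. Of these spots 23 had another within 100 µm, against 4.92 in random draws. A local artefact on the 1SA array is a candidate explanation for part of them. No biological explanation was tested.

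The WT array stood apart on the fewest probes, except with no filter on dim probes, where it had the most. With the 3-fold threshold its 34 probes were close to the 36 of 1SA. Noise of dim probes was argued against by the brighter probes, among which the counts were 20 for WT, 83 for 1SA and 68 for 2SA. More noise between spots on the mutant arrays was argued against by repeated spots, whose median SD was 0.0742 on WT, 0.0734 on 1SA and 0.0740 on 2SA. A difference between the liver samples stays open, as does an effect of each mutant of its own.

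Sqle, Fdps and Mvd, among the largest rises, belong to sterol synthesis. A list of 16 further genes of sterol synthesis and uptake had a median of 0.78 in 1SA and 0.37 in 2SA. The lower percentile of both mutants was 100, so a chance pick of top genes was argued against. Another time of day as the cause in both mutants was argued against by the clock genes, whose median absolute difference lay at percentile 19.1 in 1SA. Feeding was left undecided. The feeding list was divided into fasting and lipid synthesis genes after its values were seen. In 1SA fasting genes had a median of -0.39 and lipid synthesis genes of 0.78, which is consistent with a better fed animal. In 2SA fasting genes had a median of 0.0561, with 7 higher and 5 lower, which by the written criterion counted against feeding, while lipid synthesis genes had a median of 0.40. Both differences share the WT array. The list of further sterol genes was also lower in 2SA than in 1SA, with a median of -0.33 (percentile 0.02) and 13 of 16 genes lower. A low value on the WT array alone does not account for this. A low WT value as part of the pattern stays open, as does an effect of the mutants.

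Clock genes did move in 2SA. Their median absolute difference from WT was 0.57 (percentile 100), against 0.11 in 1SA. Arntl was 1.20 higher and Usp2 was lower (-1.03), while Nr1d1 was 0.82 higher. Collection at another time of day may explain this, and with 1 array it cannot be told apart from an effect of the mutant.

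Ect2 was higher in both mutants, as were cell cycle genes. In 2SA Ect2 lay 0.14 above the highest of the 34 cell cycle genes, so by the written criterion it stood outside the list. The excess is within the limit of 0.20 from repeated spots, and the outcome was therefore changed to undecided. In 1SA it lay within their range. Whether the rise of Ect2 is part of a rise of genes of dividing cells was not decided by these values, and 1 array per group keeps it open. The liver contains many cells without the transgene, and which cells gave the signal was not measured.

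Of the Kupffer cell genes, Clec4f (-1.56), Marco (-1.59), Timd4 (-0.97), Vsig4 (-0.90), Cd163 (-0.89) and Cd5l (-0.84) were lower in 2SA than in WT, and were singled out after their values were seen. Marco was also lower in 1SA (-1.21), while Clec4f was higher there (0.45). A list of 10 further measured Kupffer cell genes had a median of -0.16 in 2SA, at percentile 1.57, which argued against a chance pick. Under the stricter filter that percentile was 6.92. Fewer macrophages of every kind were argued against by 11 further macrophage genes, whose median in 2SA was 0.21, at percentile 99.8. A hypothesis is that resident cells lost these markers or were partly replaced in that sample, and a difference between liver samples stays open.

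Biliary genes (-0.73), Kupffer cell genes (-0.44) and further macrophage genes (-0.74) were lower in 1SA than in WT. The biliary value was -0.17 with normexp and -1.43 with the stricter filter, where 3 genes remained, so its size is uncertain. A higher share of hepatocytes in the sampled liver would lower genes of all other cell types. As the whole cause it was argued against by blood genes, whose median was 0.81 higher in 1SA. LSEC genes had a median of -0.07 (percentile 8.45), far smaller in size than that of the further macrophage genes. With the mean of all measured probes LSEC genes lay at percentile 2.37, below the range of random lists, so a higher share as part of the cause stays open. Blood left in the organ can vary on its own, so a mixed change in several cell types stays open and untested.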
